A study of Mus musculus with 36 samples.

How the data were processed

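The data are 36 RNA-seq libraries of mouse bone cells, 6 in each of 6 groups made by genotype (wild type or Mir324-null) and cell type (bone marrow macrophages, osteoclasts and osteoblasts). Per the labels' protocols, total RNA was isolated with the mirVana kit, libraries were made with the NEB low input RNA kit, and unique dual index primers were used. The labels name no sequencing date, lane or library batch, so no batch could be entered in a model, and any batch that went with genotype cannot be told apart from it. Groups and replicate numbers were taken from the labels.

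Per the file headers, each library is a table with a transcript identifier, its length, its effective length, an estimated count and a TPM value. The estimated counts need not be whole numbers, and the deposited tables have the column layout that pseudo-alignment quantifiers write; the tool, its version and the annotation are not stated per the labels. The TPM values were deposited by the authors beside the counts, sum to the same total in every library and carry no depth. Of 88198 transcripts listed, 97.5% were matched to GENCODE M21 (GRCm38) by identifier, and 88.9% of those had the annotated length. The deposited effective lengths were up to 199 bases shorter than the lengths. The unmatched transcripts held between 0.63% and 0.97% of the counts of a library and were left out. Gene coordinates, introns, exons and 3′ UTR sequences were taken from that annotation. Because the counts are estimates rather than whole reads, genes with near-identical copies, and overlapping genes, are reported as uncertain.

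Estimated counts were summed over the transcripts of each gene, giving 30205 genes, and rounded to whole numbers. Each library held 14118972 to 26347581 counts, so a gene under the floor of 3 counts in every library of a group was treated as not detectable at this depth. Such floors cover counting error only, since reads without molecular identifiers are not independent molecules. Genes were filtered with filterByExpr, scaled with TMM and tested with the quasi-likelihood F test of edgeR 4.0.16 (robust dispersions) in R 4.3.3, with limma 3.58.1. P-values were adjusted by Benjamini-Hochberg over all genes tested in a comparison, and the threshold was 0.05. The SE of a log2 fold change was derived from its F statistic. Each genotype comparison was fitted on the 12 libraries of its cell type. Osteoclasts against macrophages, and the interaction with genotype, were fitted on 24 libraries with a mean for each of 4 groups, and the interaction of genotype with cell type on all 36.

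The design, the named genes, the lists and most alternatives were fixed before the data were examined. The named genes were the locus genes and Runx2, and in each genotype comparison the 3 higher and 3 lower genes with the smallest p among those past the threshold with a mean of at least 1 CPM. For osteoclasts against macrophages in WT they were the 3 with the largest change in each direction with a mean of at least 10 CPM, and for each interaction the 3 with the smallest p. Another gene of this rule is not reported here. Ctsk, Acp5, Ocstamp, Calcr, Csf1r and Col1a1 come from the fixed marker list. The 11 lists were locus, reported targets, osteoclast (16 genes), osteoblast (15), macrophage (14), adipocyte (10), proliferation (12), interferon (12), hedgehog (8), sex-linked (5) and C57BL/6 substrain genes (5). They were tested on log2 CPM (prior count 2) with camera at a preset correlation of 0.01, and with fry and an estimated correlation as alternatives. P-values were adjusted over all lists and comparisons. Only genes past the filter were tested, so some lists were smaller: adipocyte, sex-linked and substrain 4 genes each, and reported targets 2, or 3 in OB. The hedgehog list held 2 genes, or 5 in OB, the osteoblast list 7, or 14 in OB, and the osteoclast list 12 in BMM.

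Seed sites were counted in the longest annotated 3′ UTR of each gene. The difference in mean log2 fold change between genes with and without a site was ranked among control sequences of 7 bases with the same base composition that occurred in at least 20 genes.

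Alternatives were RLE scaling, no filter, a mean of at least 10 counts, DESeq2 1.42.0, limma-voom with sample quality weights, the replicate number as a block, an offset for average transcript length, a fit of all 36 libraries, leaving out each library of a genotype comparison in turn, other site definitions, and for the lists RLE scaling, the block, fry and the estimated correlation. A covariate for Y-linked against Xist expression was planned and not run, because all libraries expressed Y-linked genes. The Xist transcript that was looked up was not among the transcripts listed, so Xist was not analysed here. Chosen after seeing the data were an offset that removed each library's lowess trend (span 0.3) with transcript length and GC content, the same offset with the block, a regression of the seed effect on UTR length, UTR GC content and transcript length, leaving out each library in the list tests, and a list of 10 neutrophil genes. Where a group had at most 3 counts of a gene in every library, a fold was computed against 3 counts as a bound.

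Each step was tested on simulated data with the real genes, means and library sizes. The simulated biological coefficient of variation was 0.14. The real one was 9.2% to 12.3% in the WT groups and 17.4% to 18.1% in the null groups, so recovery at the spread of the null groups was not tested. With 200 genes changed by 1 on the log2 scale, between 98% and 100% were recovered in the 7 comparisons and between 3% and 6.5% of calls were false. With a length trend added to 13490 genes, 5993 were called without the offset and 209 with it, and 100% of 200 genes changed by 1.5 on the log2 scale beside that trend were recovered. A shift of 0.2 planted on seed sites among 13729 genes gave a rank p of 0.0048 for miR-324-5p and 0.0096 for miR-324-3p, and 1 planted list among 11 was the 1 list called by camera and by fry. For each count of genes, 100 splits of the libraries into groups of the same sizes were drawn and refitted. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.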

Results

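RNA was sequenced from 3 kinds of primary mouse bone cells, each taken from wild-type (WT) mice and from mice lacking the microRNA gene Mir324 (null). Bone marrow macrophages (BMM) are the precursors of osteoclasts and were kept for 5 days with the growth factor M-CSF at 30 ng/mL. Osteoclasts (OC) are the cells that resorb bone, and these cultures received M-CSF at 30 ng/mL together with the cytokine RANK-L at 50 ng/mL for 5 days. Osteoblasts (OB) are the cells that form bone. They grew out of bone chips and were kept for 18 days in osteogenic medium. The mice were 20 weeks old, and each of the 6 groups had 6 libraries, 36 in all. Each library held between 14118972 and 26347581 estimated counts. The biological coefficient of variation within a group was 11.4% in WT BMM, 9.2% in WT OC and 12.3% in WT OB, and it was higher in the null groups, at 18.1%, 17.9% and 17.4%. The closest pair of replicates still differed by more than sampling noise, with a chi-square of 3.71 per gene, so no pair was treated as copies of 1 library. The labels do not say whether any libraries of a group came from the same mouse, and each library was counted as a replicate as labelled.

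The 11 marker genes fixed for the cell types were each highest in the WT group whose label they belong to, 11 of 11 both in CPM (counts scaled to a common library size) and in the deposited TPM. Cathepsin K (Ctsk), an osteoclast protease, averaged 13910 ± 584 CPM (SD, n = 6) in WT OC and 7.83 ± 1.38 CPM in WT BMM. The macrophage receptor Csf1r averaged 1728 ± 140 CPM in WT BMM, 1334 ± 75.7 in WT OC and 629 ± 50.1 in WT OB. The bone collagen gene Col1a1 averaged 36150 ± 6196 CPM in WT OB and 15.3 ± 6.11 in WT BMM. The WT OB libraries also held osteoclast transcripts, with Ctsk at 1931 ± 162 CPM.

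The gene targeted in the null mice, Mir324, is a hairpin of 89 bases on chromosome 11 from 70012043 to 70012131, plus strand (GRCm38). It lies in intron 11 of Acadvl, which is read from the minus strand, and inside the last exon, 70010877 to 70012301, of 2 annotated transcripts of Dvl2. The annotated transcript of Mir324 was not among the transcripts listed, so its level could not be read. The genotype labels were therefore not checked against the targeted gene. The 5 annotated neighbours were reported in its place: Gabarap (69991143 to 69994951), Phf23 (69995777 to 70000009), Dvl2 (70000595 to 70012301), Acadvl (70010183 to 70015411) and Dlg4 (70016942 to 70047522). Dvl2 and Acadvl overlap on opposite strands, and the labels do not say whether reads were assigned by strand, so the values of these 2 genes are uncertain.

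**Figure D1:**
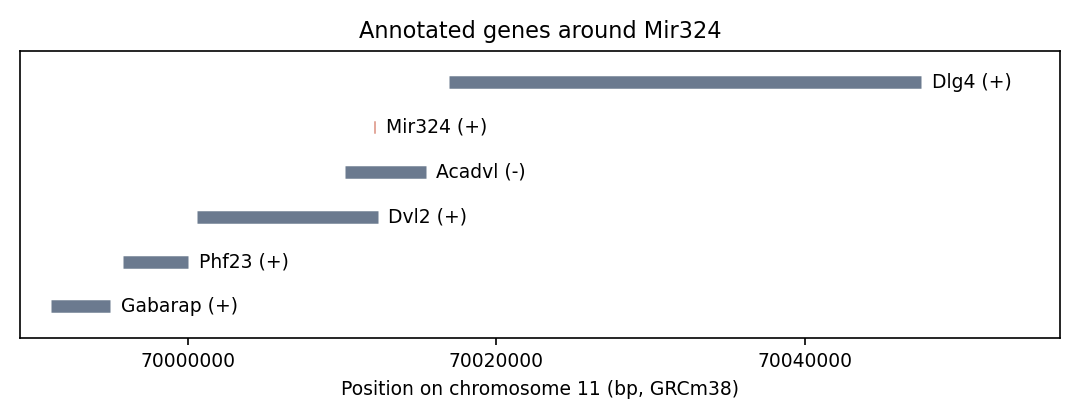
Annotated genes around Mir324, drawn to scale by position on chromosome 11 in base pairs (GRCm38); each bar is a gene and the sign in brackets is its strand. Mir324 (red) falls within both Dvl2 and Acadvl.

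Of the 5 neighbours, 3 passed an adjusted p of 0.05 in BMM, 4 in OC and 1 in OB (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment over all genes tested). The counts adjusted over the list alone were also 3, 4 and 1. The setting that moved the total of 8 calls furthest upward was an offset for transcript length and GC content, which gave 9, and an offset for average transcript length gave 7. Acadvl was higher in null BMM, at 150 ± 3.99 against 113 ± 3.69 CPM (log2 fold change 0.42, SE 0.05, adjusted p 5.08e-06). In OC it was lower, at 151 ± 14.9 against 190 ± 6.19 CPM (log2 fold change -0.32, SE 0.06, adjusted p 2.41e-04), and in OB the log2 fold change was 0.06 (SE 0.05, adjusted p 0.343). With the offset for length and GC content the OB change of Acadvl was 0.16 and past the threshold. Dlg4 was higher in null BMM by 1.04 (SE 0.20, adjusted p 4.90e-04), a change that was 0.65 and no longer past the threshold with the offset for average transcript length. In OC Dlg4 had 2.31 ± 0.544 CPM in null and 0.162 ± 0.0817 CPM in WT, where no library had more than 5 counts. Dvl2 was lower in null BMM by a log2 fold change of -0.40 (SE 0.08, adjusted p 4.02e-04). Phf23 was lower in null OC, with a log2 fold change of -0.30 (SE 0.07, adjusted p 9.15e-04). Gabarap was higher in null OC by 0.42 (SE 0.06, adjusted p 2.78e-05) and lower in null OB by -0.40 (SE 0.06, adjusted p 1.56e-04). The genotype effects of Acadvl, Dlg4, Phf23 and Gabarap differed between OB and OC by the interaction test. No locus gene passed the threshold with the same sign in all 3 cell types.

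Runx2, a bone transcription factor listed beforehand as a reported target of the microRNA, was examined in each cell type. Of the reported targets tested, 2 of 2 passed the threshold in BMM, 1 of 2 in OC and 2 of 3 in OB. These counts take either direction. Among all genes tested, 52.3% passed in BMM, 65.6% in OC and 32.5% in OB, so the counts alone do not show a rise of the targets. Only Runx2 was a named gene, and the target past the threshold in OC was not Runx2. Runx2 (chromosome 17, 44495987 to 44814797) was higher in null OB, at 37.5 ± 3.24 against 25.6 ± 5.00 CPM (log2 fold change 0.55, SE 0.11, edgeR adjusted p 0.00163; adjusted over the list alone, 2.60e-04). Its change in null BMM, 0.47 (SE 0.19), had an adjusted p of 0.0492, and this call was lost in 9 of the 12 fits that each left out a library, for example without WT BMM replicate 6, where the log2 fold change was 0.38. It was also lost under 4 other settings, among them RLE scaling. In OC the Runx2 change of -0.24 (SE 0.16) was within the replicate error, with an adjusted p of 0.187.

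The first comparison asked which genes differ between genotypes in macrophages. Of 11925 genes tested, 6241 had an adjusted p under 0.05, 3217 higher and 3024 lower in null BMM. The setting that moved this count most, a single fit of all 36 libraries, gave 7047. In the fits that each left out a library, the count ran from 5792 to 6323. The 3 higher genes with the smallest p were Acod1, Marco and Mmp8. Acod1 (chromosome 14, 103046977 to 103056573) rose from 1.59 ± 0.263 to 130 ± 17.5 CPM (log2 fold change 6.34, SE 0.12, edgeR adjusted p 7.58e-15). Marco (chromosome 1, 120474538 to 120505024) rose from 15.96 ± 2.70 to 591 ± 50.4 CPM and Mmp8 (chromosome 9, 7558456 to 7568485) from 21.9 ± 1.67 to 214 ± 10.7 CPM. The 3 lower genes were Gas6, at 504 ± 41.1 against 2692 ± 167 CPM (log2 fold change -2.41, SE 0.07), Fcgr2b (-2.77, SE 0.08) and Pomk (-2.53, SE 0.07).

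In the cultures given RANK-L, 7946 of 12121 genes differed between genotypes, 3928 higher and 4018 lower in null OC, and the count lay between 7595 and 8284 when a library was left out. Higher in null OC with the smallest p were Fpr1 (chromosome 17, 17876471 to 17883940), at 517 ± 38.9 against 0.391 ± 0.152 CPM (log2 fold change 10.38, SE 0.12, edgeR adjusted p 7.49e-19), Marco, at 395 ± 17.5 against 3.59 ± 0.478 CPM, and Saa3, at 206 ± 30.2 against 0.211 ± 0.0530 CPM. Lower were Bdh1, at 19.2 ± 1.59 against 285 ± 9.82 CPM (log2 fold change -3.88, SE 0.06), Bhlhe40 (-3.76, SE 0.07) and Atp6v0d2 (-5.21, SE 0.10). Atp6v0d2 (chromosome 4, 19876841 to 19922605) encodes a proton pump subunit and had 40.3 ± 6.30 CPM in null OC against 1497 ± 55.5 CPM in WT OC.

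Ctsk averaged 80.3 ± 69.6 CPM in null OC against 13910 ± 584 CPM in WT OC, and 52.15 CPM in null OC without replicate 6. Acp5, another osteoclast gene, averaged 96.1 ± 35.4 against 7098 ± 157 CPM. Ocstamp averaged 2.90 ± 4.16 CPM in null OC, 1.21 without replicate 6, against 361 ± 16.2 CPM in WT OC. Calcr had no count in any null OC library against 32.9 ± 2.37 CPM in WT OC. The background in cultures without RANK-L was 7.83 ± 1.38 CPM of Ctsk in WT BMM and 3.99 ± 1.03 CPM in null BMM.

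**Figure D2:**
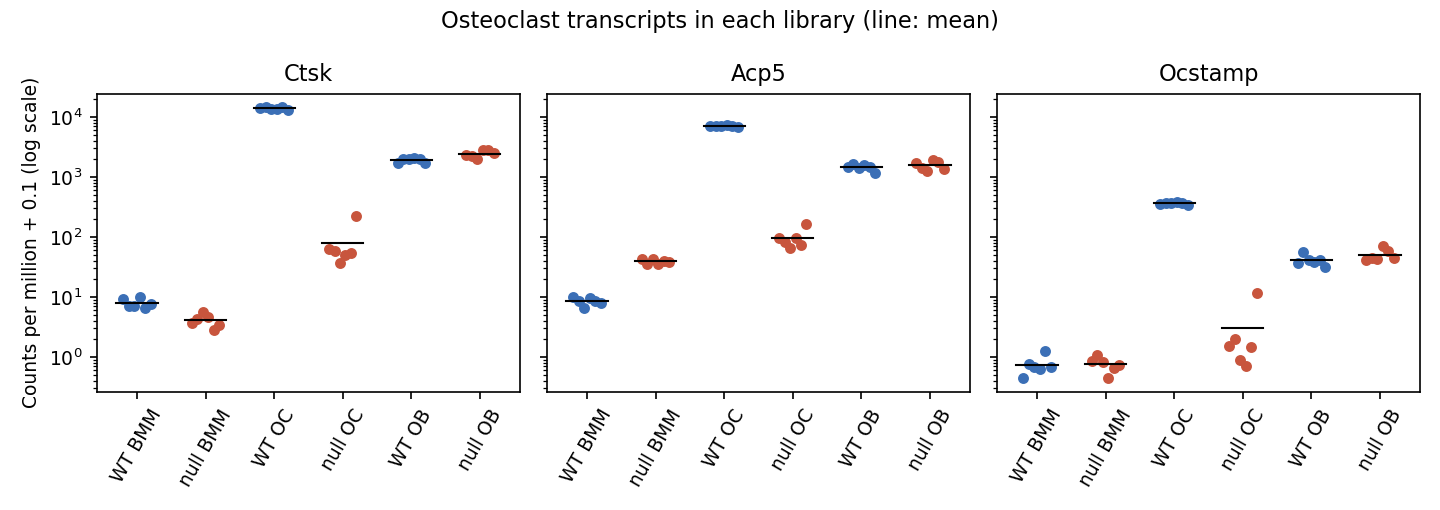
Ctsk, Acp5 and Ocstamp in each of the 36 libraries, in CPM plus 0.1 on a log axis; points are libraries, lines are group means, blue is WT and red is null. The WT OC libraries stand far above the null OC libraries, with Ctsk at a mean of 13910 against 80.3 CPM, while both OB groups lie between.

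In osteoblast cultures, 4420 of 13607 genes differed, 2115 higher and 2305 lower in null OB. This count depended on a trend with transcript length: an offset that removed each library's trend with length and GC content gave 2446 genes, of which 1947 were among the 4420. The Spearman correlation across genes between log2 fold change and transcript length was 0.53 in OB, against -0.18 in BMM and -0.02 in OC; genes are not independent replicates, so no p is given. Pikfyve (chromosome 1, 65186683 to 65278695) rose from 21.1 ± 0.928 to 60.1 ± 4.97 CPM (edgeR adjusted p 4.72e-09), Col6a3 from 231 ± 21.2 to 507 ± 26.7 CPM and Myo10 from 103 ± 8.95 to 176 ± 6.50 CPM. Ly6k (chromosome 15, 74796874 to 74799986) fell from 8.99 ± 1.91 to 0.174 ± 0.115 CPM. The other lower genes by the naming rule, Gm7336 and Gm10359, are copies of Gapdh with equal counts in every library, 23.1 ± 5.32 CPM in WT OB and 0 counts in every null OB library (at least 143-fold lower). Every sequence of 31 bases in these copies also occurs in transcripts of other genes, so their values are uncertain.

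**Figure D3:**
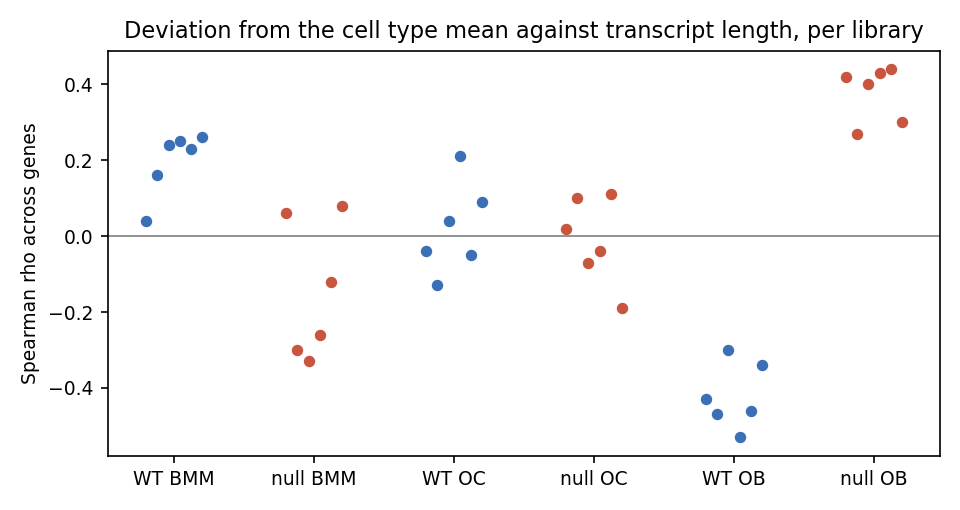
Spearman correlation across genes, per library, between transcript length and the deviation of log2 CPM from the mean of the 12 libraries of that cell type; points are libraries, blue WT and red null. In OB all 12 libraries carry the sign of their genotype group.

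The response to RANK-L was then compared between genotypes in a fit of the 24 BMM and OC libraries. In WT cells 7663 of 12661 genes differed between OC and BMM, 3850 higher and 3813 lower in OC. In null cells 1628 genes differed, 859 higher and 769 lower, and limma-voom with quality weights gave 1013. The alternatives ran from 842, with the offset for length and GC content and the replicate block, to 2168 with DESeq2. The interaction of genotype and RANK-L culture was past the threshold for 6502 genes. In WT cells Rufy4 (chromosome 1, 74125541 to 74148223) went from 0 counts in every BMM library to 153 ± 11.3 CPM in OC, at least 879-fold higher. Oscar reached 336 ± 8.45 CPM from at most 1 count per BMM library, at least 1930-fold higher. Mmp9 (chromosome 2, 164940780 to 164955850) went from 0.336 ± 0.201 to 6863 ± 594 CPM. The genes that fell most in WT OC were Slco2b1, from 86.5 ± 9.72 to 0.319 ± 0.155 CPM, Gpr34, from 48.9 ± 6.20 to 0.708 ± 0.135 CPM, and Fcrls, from 546 ± 56.96 to 11.8 ± 0.592 CPM.

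The 3 genes with the smallest interaction p were Mmp9, Snx10 and Igf1. In null cells Mmp9 was already at 186 ± 23.8 CPM in BMM and reached 262 ± 43.6 CPM in OC (interaction on the log2 scale -13.84, SE 0.23, edgeR adjusted p 1.31e-25). Snx10 rose from 141 ± 4.87 to 936 ± 31.6 CPM in WT and stayed at 243 ± 11.8 and 240 ± 11.1 CPM in null cells (interaction -2.73, SE 0.07). Igf1 fell from 1222 ± 56.3 to 128 ± 7.47 CPM in WT, against 770 ± 40.0 and 662 ± 64.5 CPM in null cells (interaction 3.05, SE 0.09).

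The genotype effect was also compared between OB and OC in a fit of all 36 libraries, where 7881 of 14268 genes had a different effect in the 2 cell types, 3973 more positive and 3908 more negative in OB. The 3 genes with the smallest p were Atp6v0d2 (difference of log2 fold changes 5.62, SE 0.14), Slc37a2 (4.08, SE 0.11) and Slc48a1 (-2.64, SE 0.07). Atp6v0d2 was 271 ± 39.4 CPM in null OB against 205 ± 18.9 CPM in WT OB, the direction opposite to that in OC. The null OC libraries lay nearer to the mean of null BMM than to that of WT OC, and the OB cultures held osteoclast transcripts. This contrast is therefore one between cultures, and need not compare osteoblasts with osteoclasts.

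**Figure D4:**
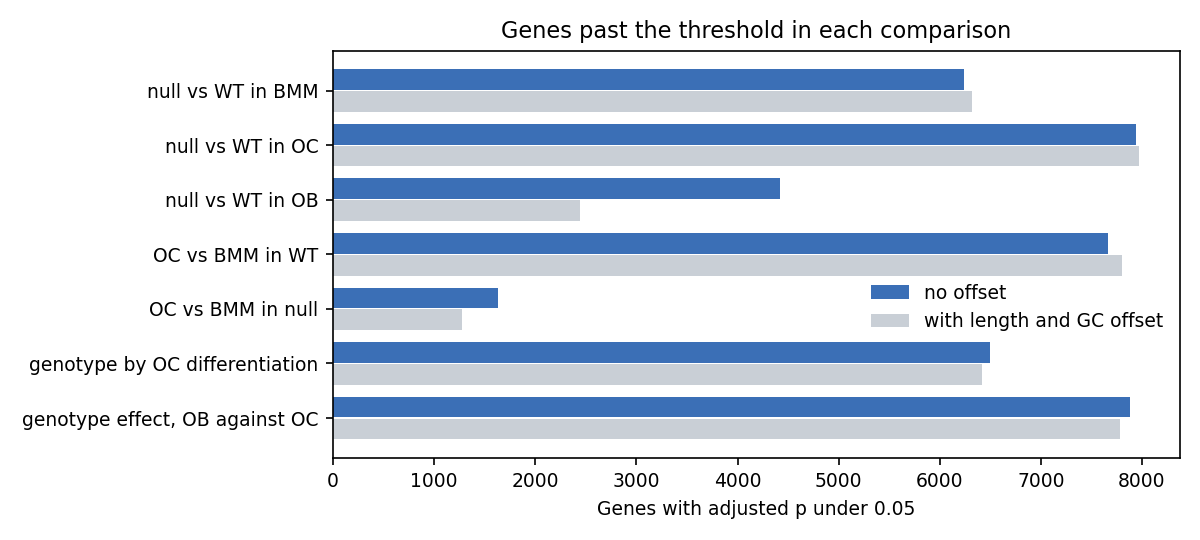
Number of genes with an adjusted p under 0.05 in each of the 7 comparisons (bars start at 0), without an offset (blue) and with an offset for transcript length and GC content (grey). The offset lowers the count in OB from 4420 to 2446 and leaves BMM at 6320 and OC at 7976.

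Of 11501 genes tested in all 3 cell types, 5909 differed between genotypes in 2 or 3 of them, and 1656 in all 3, where 1327 would if the calls were independent. Of those 1656 genes, 282 had the same sign in all 3 cell types, a smaller share than the 25% that independent signs would give. The Spearman correlation of log2 fold changes across genes was 0.303 between BMM and OC, -0.106 between BMM and OB and -0.171 between OC and OB.

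The 11 lists were fixed beforehand and tested in 4 comparisons with camera, 44 tests in all, of which 12 had an adjusted p under 0.05. All 12 held under fry, which called 29, but with an estimated correlation between genes only 2 did, the macrophage and osteoclast lists in WT OC against WT BMM. In null OC the osteoclast list had a median log2 fold change of -5.30 (16 of 16 genes lower, camera adjusted p 9.72e-12) and the macrophage list 1.55 (13 of 14 genes higher, adjusted p 1.10e-04). In null BMM the interferon list was lower, -1.37 in the median with 12 of 12 genes lower (adjusted p 9.86e-05). In null OC it was not past the threshold (median 0.02, 6 of 12 genes higher, camera adjusted p 0.851). In null OB the interferon list was again lower (median -1.44, 12 of 12 genes, adjusted p 5.84e-04; median from the edgeR fit -1.05), but not in every library: null OB replicate 5 lay 0.26 above the WT OB mean in the median over the list, and replicates 1 to 4 and 6 lay between -2.24 and -0.68. Without replicate 5 the median was -1.77. The macrophage list was also lower (-0.69, adjusted p 3.68e-07) in null OB, while the osteoblast list (0.59, adjusted p 0.00546) and the hedgehog list (0.45, adjusted p 0.00895) were higher. So was the osteoclast list (0.30, 15 of 16 genes higher, adjusted p 0.00529), but its libraries overlapped. Its median per library, relative to the WT OB mean, was 0 to 0.59 in null OB and -0.23 to 0.21 in WT OB. The hedgehog list, of which 5 genes were tested in OB, was no longer past the threshold after correction for length and GC content, with a median of 0.21. The macrophage list in null BMM (median -0.53, camera adjusted p 0.0969) passed the threshold after that correction (median -0.68, adjusted p 0.0243) and under fry. In WT OC against WT BMM the osteoclast list rose by a median of 7.65 and the proliferation list by 0.47, and the macrophage and interferon lists fell by medians of -2.25 and -0.92. The interferon call in WT OC (adjusted p 0.0305) was lost in 2 of the 12 fits that each left out a library, without WT BMM replicate 2 (median -0.82, camera adjusted p 0.051) and without WT OC replicate 4 (-0.86, adjusted p 0.0526). From the edgeR fits, the median of the osteoclast list was -5.29 in null OC and 7.83 in WT OC against WT BMM; with the genes whose group was at or under the floor of 3 counts set to their bound (1 and 3 genes), the medians were -5.29 and 7.29. With camera, the adipocyte, sex-linked, substrain, locus and reported-target lists had no adjusted p under 0.05 in these 4 comparisons, and none at an unadjusted p under 0.05. Only 2 to 5 genes were tested in each of these lists. Fry, in contrast, called each of these lists in 2 or 3 of the comparisons, for example the adipocyte list in BMM (median -0.48, fry adjusted p 2.56e-05).

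Loss of a microRNA removes its repression of transcripts with matching sites, so genes with a 7-base match to the seed of miR-324-5p (GGGATGC) or miR-324-3p (GGCAGTG) in the longest annotated 3′ UTR were compared with the rest. In BMM the mean log2 fold change of genes with a miR-324-5p site differed from that of other genes by -0.0247, a difference that ranked with a p of 0.187 among 208 control sequences of the same base composition (one-sided permutation over control sequences). For miR-324-3p in BMM it was -0.0837 (p 0.737). In OC the differences were -0.0164 (p 0.656) and 0.0021 (p 0.531). In OB they were 0.103 (p 0.215) and 0.0917 (p 0.483), where the control sequences had a median of 0.091. None of these 6 tests ranked under 0.05; the lowest rank p among the alternatives was 0.05, for the 6-base site of miR-324-3p in OB. Camera without control sequences called both sets higher in OB, with adjusted p of 0.00373 and 0.00899.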

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

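In this part, the interaction fits, the gene lists and the splits of the libraries were fixed before their results were seen. All other tests, and the use of the lists to test an explanation, were chosen only after the result was seen.

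Null and WT cultures differed in their change from BMM to OC. The difference between genotypes in the change from BMM to OC was past the threshold for 6502 genes, and 1 of 100 splits of the 24 libraries, the real one, gave as many. The genotype effect differed between OB and OC for 7881 genes, again matched by 1 of 100 splits, although 1 other split reached 7180. Splits that mix groups also raise the estimated spread, so they are a lenient comparison. The 3 genes with the smallest p in the first test were Mmp9 (-13.84 on the log2 scale), Snx10 (-2.73) and Igf1 (3.05), and in the second Atp6v0d2 (5.62), Slc37a2 (4.08) and Slc48a1 (-2.64). Mmp9, Snx10 and Igf1 changed far more from BMM to OC in WT cells than in null cells. For Atp6v0d2, Slc37a2 and Slc48a1 the change from BMM to OC is not reported here.

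The tables argue against several technical explanations for the low osteoclast transcripts of null OC. Swapped labels with WT libraries would place them near WT BMM or WT OC, but 6 of 6 null OC libraries lay nearest to the mean of null BMM. Length or GC bias would shrink the fall of the osteoclast list, whose median stayed at -5.25 after correction against -5.30 before it. A wrong scaling would move every list of a library alike, but the osteoclast list fell in 16 of 16 genes while the macrophage list rose in 13 of 14, a difference of -6.85 between the medians that no scaling changes. A general inability of null cells to make these transcripts would lower them in every culture, yet in null OB the list was higher, with a median of 0.30. That call held under fry and was lost with an estimated correlation between genes, and null OB and WT OB libraries overlapped. What stays open is a missing response in the cultures themselves. If the null OC cultures had not responded to RANK-L, genes that change in WT OC would change in null OC no more than under other splits of the 12 null libraries. Genes past the threshold in WT with a log2 change of at least 1 and a mean of at least 5 CPM in null cells were used, and changes in null cells were taken relative to the median of all genes at that level. The 977 genes that fell in WT OC (median -1.49), which a small share of WT OC RNA would hardly lower, had a median change of -0.03 in null cells, and 205 of the 462 splits gave one as large. The 701 genes that rose in WT OC (median 1.42) had a median change of 0.09, matched by 1 of 462 splits, the real one. With a 1% share of WT OC RNA subtracted from each null OC library it was 0.06, matched by 11 of 462. Of the 701 genes, 275 went down before the subtraction and 310 after it. By the 10 osteoclast genes described below, the share was 0.153% to 0.365% in replicates 1 to 5 and 1.28% in replicate 6. Subtracting 1% can therefore itself lower genes in replicates 1 to 5. These values do not decide whether a small response was present. The 1628 genes that differ between null OC and null BMM show that the 2 groups are not alike, and whether this comes from RANK-L or from separate handling of the cultures stays open, since the labels name no batch. The null cells may respond little or not at all, or the stimulation may have failed in those cultures. The labels describe no measurement that would separate these, and both remain hypotheses.

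The genes next to Mir324 had different genotype effects between cell types. On the log2 scale the difference between OC and BMM was -0.73 for Acadvl, 2.78 for Dlg4, 0.55 for Dvl2, -0.40 for Phf23 and 0.30 for Gabarap. Between OB and OC it was 0.40 for Acadvl, -3.77 for Dlg4, 0.26 for Phf23 and -0.80 for Gabarap. An effect of the deletion on its neighbours that is the same in every cell type would leave genes past the threshold with the same sign in all 3, and 0 of the 5 were. With 4420 to 7946 genes different in each cell type, some of these changes may follow the state of the cells and not the position of the genes. This was not separated further, and a cell type specific effect of the deletion stays open. Counts of Acadvl and Dvl2 can also exchange reads where the 2 overlap.

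Runx2 also had different genotype effects between cell types, by -0.70 between OC and BMM and 0.80 between OB and OC. No technical explanation specific to this gene was tested.

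A single library stood far from the other 5 of its group in 12 of 160 groups of values, where about 8 are expected by chance. Of these, 6 concern null OC replicate 6, among 26 groups of null OC values. That library had 179 CPM of Acadvl (others 137 to 152), 164 CPM of Acp5 (64.7 to 97.3), 181 CPM of Col1a1 (44.4 to 76.7), 221 CPM of Ctsk (37.0 to 62.7), 37.3 CPM of Ibsp (at most 0.125) and 11.3 CPM of Ocstamp (0.599 to 1.88). The remaining 6 were Acod1 at 2.09 CPM in WT BMM replicate 6, Bglap2 at 0.318 CPM in null OC replicate 1, Cd68 at 2345 CPM in WT OC replicate 4, Dlg4 at 1.22 CPM in null OC replicate 2, Ibsp at 0.226 CPM in null BMM replicate 6 and Marco at 21.4 CPM in WT BMM replicate 4. These 6 are near what chance gives, and Bglap2 and the null BMM value of Ibsp rest on a few counts.

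For null OC replicate 6, a candidate explanation is a small amount of RNA from OB cultures. Of 4 genes abundant in null OB and nearly absent elsewhere, 3 were highest in this library. Ibsp stood at 0.162%, Lum at 0.119% and Fmod at 0.352% of their level in null OB. Col2a1 went the other way, at 0.0% in this library and up to 0.085% in another. The median over all 4 genes was 0.14%. That share would bring 3.41 CPM of Ctsk, far under the 221 CPM seen, so the osteoclast transcripts need another source. A response to RANK-L in a few cells, or RNA from other cultures, cannot be told apart in a single library. No biological explanation was tested.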

How the results depend on the processing

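Of the 7 counts of differing genes, 5 stayed within 1.5 times their value under every alternative tried: null against WT in BMM (5645 to 7047) and in OC (7556 to 8800), OC against BMM in WT (7341 to 9098), the interaction of genotype and RANK-L culture (6073 to 6992) and that of genotype and cell type (7523 to 8240). No scaling moved the median log2 fold change of all genes by more than 0.1 or the share of higher calls by over 10 percentage points. Leaving out each library in turn gave 5792 to 6323 genes in BMM, 7595 to 8284 in OC and 3796 to 4355 in OB. The alternatives with an offset or correction for length and GC content, the regression of the seed effect, and leaving out a library in the list tests were chosen after seeing the data.

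The count in OB fell from 4420 to 2446 with the offset for length and GC content. The construction of the offset shows why, since it removes only each library's trend with these properties; 1947 of the genes were shared. The count for OC against BMM in null cells, 1628, was 1013 with limma-voom and quality weights and 2168 with DESeq2, and the cause was not tested.

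The replicate numbers in the labels did not pair the samples. The median correlation of same-numbered libraries between groups ran from -0.14 to 0.05, and no pair of groups had every correlation over 0.1. With the replicate number as a block the 7 counts were 5645, 7556, 4085, 7452, 985, 6195 and 7695, in the order null against WT in BMM, OC and OB, OC against BMM in WT and in null, and the interactions of genotype with RANK-L culture and with cell type. With the block and the offset for length and GC content together, OB gave 2085 genes and OC against BMM in null cells gave 842.

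The count of gene lists past the threshold, 12 of 44 with camera, was 2 with an estimated correlation and 29 with fry. The preset value of 0.01 fixes the correlation between genes at a low level, and the estimated correlation does not. Why fry called more lists was not tested. With 29 of 44 tests called, passing fry adds little weight to a given list. RLE scaling and the block each gave the same 12. The correction for length and GC content gave 12 as well, of which 11 were shared: the hedgehog list in OB was lost (median 0.21, adjusted p 0.075 against 0.00895) and the macrophage list in null BMM was gained (median -0.68, adjusted p 0.0243 against 0.0969).

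The 6 seed site differences lay between -0.0837 and 0.103. Under every alternative tried, miR-324-3p in BMM and miR-324-5p in OC stayed negative (-0.173 to -0.0111 and -0.0643 to -0.0127) and miR-324-5p in OB stayed positive (0.0048 to 0.106). The other 3 changed sign under an alternative. For miR-324-5p in BMM the regression on UTR length, UTR GC content and transcript length gave 0.0514 against -0.0247. For miR-324-3p in OC the 8-base site gave -0.0868, the 6-base site -0.0175 and the regression -0.0127, against 0.0021. For miR-324-3p in OB the regression gave -0.0115 against 0.0917. The regression removes a trend with UTR length by construction; the cause of the other changes was not tested.

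Among single genes, those that changed sign had not passed the threshold. With the offset for length and GC content, alone and with the block, Dvl2 was -0.03 and -0.03 in OC and -0.11 and -0.11 in OB, Dlg4 in OB was -0.03 and -0.05, and Phf23 in OB was 0.01 and 0.01. Dlg4 in OB lay between -0.06 and 0.12 across the 12 fits that each left out a library, 3 of them negative (-0.02, -0.02 and -0.06). The cause was not tested. Over named genes and called lists, 18 other results lost their side of the threshold under an alternative and 1 gained it, while 501 kept direction and side. Leaving out a library lost 11 calls, 9 of Runx2 in BMM and 2 of the interferon list in OC against BMM in WT, and kept 562.

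The 11 markers kept their groups in the deposited TPM. The 5909 genes called in 2 or 3 cell types were 5013 at an unadjusted p of 0.01, within the limit set. The offset for length and GC content was not applied to this count, to the same-sign genes or to the correlations between cell types. The covariate for Y-linked against Xist expression was not run. Depth limits the genes at or under 3 counts in a group, such as Rufy4 in WT BMM, for which only a bound on the fold can be given.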

Other observations

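In this part, the splits of the libraries and the sequence match of the Gapdh copies were fixed beforehand. So were the list tests without correction for length and GC content. The ranking of seed sites among control sequences was also fixed, with its alternatives other than the regression. The other tests in this part were chosen only after the result was seen. The same holds for the use of the lists and of the ranking to test an explanation.

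For null against WT in BMM, 1 of 100 splits of the 12 libraries, the real one, gave as many genes, and no other split gave any. In OC and in OB it was again 1 of 100, with at most 1704 and 105 genes in another split. For OC against BMM in WT and in null cells it was also 1 of 100, and the highest other splits gave 4588 and 1297 genes.

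The genotype effect in OB rose with transcript length across genes, with a Spearman rho of 0.53. A few deviating libraries would not give this, since 12 of 12 OB libraries carried the sign of their group. A trend of each library with length and GC content, as the whole cause of the OB differences, would leave few genes after correction, and 2446 were left. The offset removes only that trend, taken over the longest listed transcript of each gene, so a bias of another form stays open. A difference in RNA integrity between genotypes, or a library batch that went with genotype, could give such a trend; so could a biological difference between null and WT osteoblasts, which is untested. These cannot be told apart, because the labels name neither RNA quality nor a batch and each genotype would form its own batch.

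The OB cultures held osteoclast transcripts in both genotypes. For this, 10 genes were chosen from these data, with at least 100 CPM in WT OC and at most 1% of that in each BMM group. In OB these genes stood at 4.34% to 53.8% of their WT OC level, with F2r highest. RNA carried over from WT OC libraries would hold all of them at the same share, but the genes kept the same order in library after library (Kendall's W 0.941 over 12 libraries, permutation p 0.0001, the smallest these permutations can give). The OB cultures may contain cells of the osteoclast lineage of their own, a hypothesis found and tested on the same data. The choice of genes did not leave out those that other cells of the OB cultures express, so their order does not decide this.

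In null OB the macrophage list was lower and the osteoclast list higher. A smaller share of all haematopoietic cells would lower both. Yet after correction for length and GC content the osteoclast list had a median of 0.31 and the macrophage list -0.58. This also argues against a trend with length and GC content as the cause, but not against a bias of another form. Both lists passed camera with its preset correlation. Fry and an estimated correlation were run only without the correction, where both lists passed the former and neither the latter. Without the correction, the osteoclast list overlapped between genotypes. Its median per library was 0 to 0.59 in null OB and -0.23 to 0.21 in WT OB, relative to the WT OB mean. A shift from macrophages to osteoclasts within the OB cultures is a candidate explanation that these libraries leave open.

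The null OC libraries held traces of osteoclast transcripts. After subtraction of null BMM, the same 10 genes stood at 0.136% to 0.805% of the WT OC level. The median per library was 0.153% to 0.365% in 5 libraries and 1.28% in replicate 6; without replicate 6 the shares per gene were 0.066% to 0.614%. WT OC RNA in a single share per library would give every gene the same share, which the order of the genes argues against (Kendall's W 0.376, permutation p 0.008, n = 6; without replicate 6, 0.536 and permutation p 0.0009). The traces may come from a small response of null cells, or from more than 1 source.

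Neutrophils in the null BMM cultures were tested as a source of the higher Acod1, Marco and Mmp8. They would bring their abundant transcripts, but of 10 neutrophil genes only 2 reached 1 CPM in null BMM, S100a8 at 10.8 CPM and Lcn2 at 10.1 CPM, while S100a9 had none. In WT BMM S100a8 stood at 0.16 CPM and Lcn2 at 0.01 CPM, so both were higher in null BMM. A different state of the null macrophages themselves stays open and was not tested.

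Col1a1 was 63.1 ± 30.3 CPM in null BMM against 15.3 ± 6.11 CPM in WT BMM. If RNA of osteoblasts had brought it, Ibsp would have come along at 17.1 CPM, but it was at 0.066 CPM. Another stromal cell may be the source, which was not tested.

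Camera called genes with miR-324 seed sites higher in OB. Genes with any site tend to have long UTRs, and the control sequences of equal base composition rose by a median of 0.091 too. Against them the real sites ranked at a one-sided p of 0.215 for miR-324-5p and 0.483 for miR-324-3p, so long UTRs could account for the camera calls. Under the alternatives the rank p ran from 0.139 to 0.44 for miR-324-5p and from 0.05 to 0.689 for miR-324-3p, where the 6-base site (0.115) was matched by 5 of 119 control sequences and the shifted 5′ end (0.108, rank p 0.0714) by 2 of 41. These 2 rank near the threshold, among 11 alternatives in OB, and a small seed effect of miR-324-3p stays open. The planted shift of 0.2 was recovered on simulated data, so a shift of that size would have been seen, and smaller ones stay open.

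Gm7336 and Gm10359 had no count in null OB, and the test asked whether reads shared with other genes could explain it. Of their sequences of 31 bases, 100.0% occur in transcripts of genes other than these copies, and Gapdh shares 97.3% and 100% of them. An estimator that divides shared reads can move all of them to another gene, so the loss may be one of read assignment and not of expression. Neither can be read as a change of these genes.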
